# Limited Impact of Pivalate-Induced Secondary Carnitine Deficiency on Hepatic Transcriptome and Hepatic and Plasma Metabolome in Nursery Pigs

**DOI:** 10.3390/metabo11090573

**Published:** 2021-08-25

**Authors:** Robert Ringseis, Sarah M. Grundmann, Sven Schuchardt, Erika Most, Klaus Eder

**Keywords:** carnitine deficiency, pivalate, liver transcriptome, plasma metabolome, pigs

## Abstract

Administration of pivalate has been demonstrated to be suitable for the induction of secondary carnitine deficiency (CD) in pigs, as model objects for humans. In order to comprehensively characterize the metabolic effects of secondary CD in the liver of pigs, the present study aimed to carry out comparative analysis of the hepatic transcriptome and hepatic and plasma metabolome of a total of 12 male 5-week-old pigs administered either pivalate (group PIV, *n* = 6) or vehicle (group CON, *n* = 6) for 28 days. Pigs of group PIV had approximately 40–60% lower concentrations of free carnitine and acetylcarnitine in plasma, liver and different skeletal muscles than pigs of group CON (*p* < 0.05). Transcript profiling of the liver revealed 140 differentially expressed genes (DEGs) between group PIV and group CON (fold change > 1.2 or <−1.2, *p*-value < 0.05). Biological process terms dealing with the innate immune response were found to be enriched with the DEGs (*p* < 0.05). Using a targeted metabolomics approach for the simultaneous quantification of 630 metabolites, 9 liver metabolites and 18 plasma metabolites were identified to be different between group PIV and group CON (*p* < 0.05). Considering the limited alterations of the hepatic transcriptome and of the liver and plasma metabolome, it can be concluded that pivalate-induced secondary CD is not associated with significant hepatic metabolism changes in pigs.

## 1. Introduction

Water-soluble carnitine is essential for the normal functioning of all tissues that contain mitochondria due to its well-documented role in the import of long-chain fatty acids into the mitochondrial matrix for subsequent β-oxidation [1]. Owing to its role in regulating the pool of free CoA, carnitine also affects the activity of enzymes involved in carbohydrate oxidation, such as pyruvate dehydrogenase [2], and thus, is generally important for energy metabolism. In line with this, carnitine deficiency (CD), which is defined by a plasma carnitine concentration below the physiological range (25–50 µmol/L in humans [3]), results not only in an impaired fatty acid utilization, but also in a decreased glucose tolerance and insulin sensitivity [4]. While primary CD, which is caused by mutations in the *SLC22A5* gene encoding for organic cation/carnitine transporter 2 (OCTN2) [5], is a relatively rare disease with strongly reduced (≈90%) plasma and tissue carnitine concentrations, secondary CD displays a less strong decrease (≈30–50%) of tissue carnitine concentrations, but is more frequent in humans. Individuals frequently affected by secondary CD are chronically ill patients suffering from cancer, chronic kidney disease, acquired immune deficiency syndrome, hepatitis C or hepatic encephalopathy [6,7,8,9]. In such patients, a decreased food intake, which is accompanied by a decreased intake of carnitine and specific micronutrients, such as iron, riboflavin and ascorbic acid, which are required as co-factors for carnitine synthesis, is one important reason for secondary CD. In addition, an insufficient carnitine synthesis and loss of carnitine during hemodialysis contributes to secondary CD in patients with chronic kidney disease. In cancer patients, moreover, treatment with chemotherapeutics accounts for secondary CD by reducing carnitine absorption and synthesis and/or increasing urinary carnitine excretion [10,11]. Sporadic cases of secondary CD are also known to occur as a result of long-term (>14 days) oral administration of pivalate-conjugated antibiotics, mainly in pediatric patients [12,13,14], because the pivaloyl moiety of these antibiotics binds free carnitine, leading to the formation of pivaloylcarnitine, which is excreted via urine in quantities exceeding endogenous carnitine synthesis.

Unlike primary CD, which exhibits a broad, but well-defined, clinical phenotype, such as hypoketotic hypoglycaemia, hepatic encephalopathy during infancy and early childhood, skeletal and cardiac myopathy and sudden death from cardiac arrhythmia [15], the more relevant secondary CD in humans is clinically less well defined and it is unclear which metabolic impairments result from secondary CD and which result from the underlying disease. In the rat, oral administration of pivalate was established as an experimental model to study the effects of isolated CD, in which free carnitine concentrations in the plasma, liver, heart and muscle are reduced by 20–40% [16,17,18]. Recently, we demonstrated that oral pivalate administration is also suitable for the induction of secondary CD in pigs, which are more appropriate model objects for humans than rats, as evidenced from an approximately 50% reduction in plasma and tissue (liver, skeletal muscle) carnitine concentrations [19]. Despite this marked decrease in tissue carnitine concentrations, biochemical and histological analysis revealed no changes of the metabolic and contractile phenotype of skeletal muscle in pivalate-treated pigs [19], indicating that secondary CD, in contrast to primary CD, is not accompanied by metabolic derangements or pathological alterations of skeletal muscle. Whether pivalate-induced CD causes metabolic alterations of the liver in pigs has not been investigated. In order to comprehensively characterize the metabolic effects of secondary CD in the liver of pigs, the present study aimed to carry out a comparative analysis of the hepatic transcriptome and the hepatic and plasma metabolome of pigs administered pivalate orally and control pigs administered vehicle only for 28 days using transcriptomics and targeted metabolomics. While transcriptomics makes it possible to unravel the molecular mechanisms underlying specific biological processes, targeted metabolomics enables the description of the biological alterations that occur in response to treatment.

## 2. Results

### 2.1. Growth Performance

Initial and final BW, daily BW gain and daily feed intake did not differ between group CON and group PIV (Initial BW: CON, 7.39 ± 1.16 kg; PIV, 7.63 ± 0.71 kg; final BW at day 28: CON, 18.0 ± 3.18 kg; PIV, 19.2 ± 2.73 kg; daily BW gain: CON, 0.38 ± 0.09 kg; PIV, 0.41 ± 0.07 kg; all *n* = 6/group; daily feed intake: CON, 0.66 ± 0.08; PIV, 0.67 ± 0.08; *n* = 3/group).

### 2.2. Plasma, Liver and Skeletal Muscle Carnitine Concentrations

To assess the carnitine status of the pigs, the concentrations of free carnitine and acetylcarnitine were determined in plasma, liver and different skeletal muscles using LC-MS/MS. In all tissues investigated, the concentration of free carnitine was higher than that of acetylcarnitine; regardless of treatment, the concentration of acetylcarnitine accounted for 12%, 2% and 60–70%, in plasma, liver and different skeletal muscles, respectively, of that of free carnitine (Figure 1). Concentrations of free carnitine in plasma, liver, *M. longissimus*, *M. semitendinosus* and *M. biceps femoris* were 56%, 59%, 51%, 52% and 42%, respectively, lower in group PIV than in group CON (*p* < 0.05). The concentrations of acetylcarnitine in plasma, *M. longissimus*, *M. semitendinosus* and *M. biceps femoris* were 47%, 46%, 44% and 56%, respectively, lower in group PIV than in group CON (*p* < 0.05). In the liver, the concentration of acetylcarnitine did not differ between the two groups.

### 2.3. Identification of Pivalate-Regulated Transcripts and of Biological Processes and Molecular Functions Affected by the Pivalate-Regulated Transcripts in the Liver

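Liver RNA of 12 male crossbred pigs was measured on 1 Affymetrix porcine gene array per pig. The 6 pigs of group CON were given the vehicle, and the 6 pigs of group PIV were given 30 mg of sodium pivalate per kg of body weight each day for 28 days. Pivalate is a branched short-chain acid that leaves the body bound to carnitine, so that its intake lowers the carnitine stores. The authors corrected the background, normalized the probe intensities across arrays and summarised them with Robust Multichip Analysis (RMA). The deposited values are therefore log2 signals, 1 for each array and transcript cluster, that is, the group of probes that maps to 1 gene or locus. Of 25388 clusters, 14430 had a gene symbol, 6022 were named only through an mRNA entry and 4936 had no gene name. Of those named through an mRNA entry, 6016 were marked as cross-hybridising in the annotation, so values of genes named in this way are uncertain. The 3 clusters of ribosomal RNA were left out, and the other 25385 were compared between groups with limma. The log2 signal reached 5 in at least 6 pigs for 11789 of them, and the others are called dim here, a limit chosen without a measured background. The median log2 signal of an array lay between 4.75 and 4.88, and Pearson correlations between arrays, across transcripts, lay between 0.977 and 0.991. CON pig K22 lay farthest from the others on the first principal component, which held 20.3% of the variance, and had the lowest array weight (0.52). The arrays were numbered 1 to 6 in group CON and 7 to 12 in group PIV, so array order and group cannot be told apart. A transcript passed the filter at a FC above 1.2 in either direction and an unadjusted p under 0.05 from limma, where the methods name an unpaired test without moderation, called the methods' t-test hereafter. Gene values are given as mean log2 signal ± SD with n = 6 pigs in each group, and the log2 FC, group PIV minus group CON, with its standard error (SE) from limma. Single genes were also compared with an exact permutation test over all assignments of 6 of the 12 pigs to each group, two-sided, in which the smallest possible p is 0.00216. These p-values are not adjusted for the number of transcripts, and they take each pig as independent, although the pigs were kept in pairs. Genes past the filter were picked on the same 12 arrays, so a small p or groups without overlap are no independent evidence for them. Coordinates are those of the array annotation, whose genome build is not given in the sources used here.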

Differential transcript profiling was carried out to identify the pivalate-induced changes in the hepatic gene expression of the pigs. 

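Among the genes with a symbol, those with the largest FCs past the filter were HAMP, ASPA, CXCL9 and ID2, which were higher in the liver of group PIV, and CISH, TAF7, SAA1P and an alpha-fetoprotein-like gene, which were lower. In all, 262 transcripts were higher and 200 were lower in group PIV with limma, that is, 462 of the 25385 transcripts or 1.82%. A gene symbol was given for 226 of the 462, which represented 224 different genes, 123 of the transcripts being higher and 103 lower. A further 74 were named only through an mRNA entry, and 162 had no gene name. Small noncoding RNAs passed the filter most often of the classes compared, with 78 of 1232 (6.33%; 33 higher, 45 lower) against 1.57% of the transcripts with a gene symbol. Transcripts with under 10 probes passed nearly as often, with 65 of 1052 (6.18%), and whether RNA class or probe number matters was not tested. Of the transcripts with a log2 signal under 5 in 7 or more pigs, 298 of 13596 passed (2.19%; 189 higher, 109 lower). When the medians of all arrays were set equal, 194 transcripts were higher and 266 lower, so the balance of directions turned with the scaling, and it also turned when only brighter transcripts were tested (71 higher, 90 lower, 161 in all). With the methods' t-test 300 transcripts passed (171 higher, 129 lower), all of which had also passed with limma, and without CON pig K42 the number with limma was 705.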

Considering the two filter criteria (FC > 1.2 or <−1.2; *p* < 0.05) a total of 140 transcripts out of 19,212 transcripts screened were identified as differentially expressed (upregulated: 76; downregulated: 64) in the liver of pigs between group PIV and group CON (Figure 2A). 

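The largest FC among the genes with a symbol that passed the filter and were higher in group PIV belonged to HAMP, which encodes hepcidin, the hormone of the liver that limits the uptake of iron. Its log2 signal was 5.47 ± 0.62 (SD, n = 6) in group CON and 6.30 ± 0.69 (SD, n = 6) in group PIV, a FC of 1.78 (exact permutation test, p = 0.0541). PIV pig P10 (4.94) lay with CON pigs K1, K3 and K4 (4.84 to 5.01). The other CON pigs lay at 5.69 to 6.21 and the other PIV pigs at 6.23 to 6.78. P10, K1, K3 and K4 also had the highest values on the second principal component of the arrays (5.42 to 25.73), and a link between these patterns was not tested. HAMP did not pass the filter with the methods' t-test. ASPA, aspartoacylase, which splits N-acetylaspartate, rose from 4.67 ± 0.63 to 5.44 ± 0.38 (SD, n = 6 each; log2 FC 0.77, SE 0.25; exact permutation test, p = 0.0346). It lies on chromosome 12 from 46906594 to 46924551. CXCL9, a chemokine induced by interferon gamma that attracts T cells, rose from 4.74 ± 0.38 to 5.50 ± 0.26 (SD, n = 6 each; log2 FC 0.76, SE 0.16), and all 6 pigs of group PIV were above every pig of group CON (exact permutation test, p = 0.00216). CXCL9 lies on chromosome 8 from 61049137 to 61054194. ID2, an inhibitor of basic helix-loop-helix transcription factors, rose from 8.01 ± 0.26 to 8.72 ± 0.39 (SD, n = 6 each; log2 FC 0.71, SE 0.16), with 5 pigs of group PIV above all pigs of group CON (exact permutation test, p = 0.00866). The position of ID2 is chromosome 3, 117786209 to 117788663. LOC102161660, an olfactory receptor gene, was also just above a FC of 1.5, at a log2 signal of 2.27 ± 0.30 in group CON and 2.86 ± 0.30 in group PIV, a low signal (exact permutation test, p = 0.0152). With transcripts of no gene symbol included, 13 transcripts past the filter were more than 1.5-fold higher.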

Amongst the upregulated genes, only three genes (*ASPA*, *CXCL9*, *ID2*) were regulated >1.5-fold. 

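Below these in FC, the transcripts with a gene symbol that were higher in group PIV included regulators of transcription, an antiviral gene and receptor genes of the nose. HIVEP1, a zinc finger protein that binds kappa B sites, rose from 5.53 ± 0.22 to 6.05 ± 0.14 (SD, n = 6 each; FC 1.43), and the groups did not overlap (exact permutation test, p = 0.00216). It lies on chromosome 7 from 8873935 to 8914506. LOC100621260, a phosphatidylcholine transfer protein, was separated in the same way, at 4.24 ± 0.12 and 4.69 ± 0.22 (FC 1.37; exact permutation test, p = 0.00216). OAS1, an interferon-induced enzyme that activates RNase L, rose from 4.94 ± 0.21 to 5.42 ± 0.32 (FC 1.40), with 4 pigs of group PIV above all of group CON (exact permutation test, p = 0.0173). OAS1 is placed on chromosome 14 from 39194604 to 39205725. BCL6, a transcription repressor, rose from 6.13 ± 0.29 to 6.59 ± 0.29 (FC 1.38; exact permutation test, p = 0.0195). NPC1L1, the transporter for uptake of cholesterol, had a FC of 1.45 with PIV pig P31 at 6.85 and the other pigs of the group at 5.21 to 5.67, and it missed the filter in 7 of the 12 fits that left out 1 pig and with the methods' t-test (exact permutation test, p = 0.0628). The FC of LOC100156705, a melanoma-associated antigen 8-like gene, was 1.42 with PIV pig P12 at 3.21 and the other pigs of the group at 1.97 to 2.27 (exact permutation test, p = 0.0108). LOC100158167, an olfactory receptor gene, had a FC of 1.41 (exact permutation test, p = 0.0173).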

The top 10 upregulated transcripts were, in decreasing order of their FCs (in brackets), as follows: *ASPA* (1.70), *CXCL9* (1.69), *ID2* (1.64), olfactory receptor 7D2-like (*LOC102161660*; 1.50), *HIVEP1* (1.43), melanoma-associated antigen 8-like (*LOC100156705*; 1.42), olfactory receptor 5V1-like (*LOC100158167*; 1.41), *OAS1* (1.40), *BCL6* (1.38) and phosphatidylcholine transfer protein (*LOC100621260*; 1.37). 

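CISH, an inhibitor of cytokine signalling that is itself induced by STAT5, had the largest FC of the genes with a symbol past the filter and was lower in group PIV. Its log2 signal fell from 6.48 ± 1.04 (SD, n = 6) in group CON to 5.16 ± 0.49 (SD, n = 6) in group PIV (log2 FC −1.32, SE 0.38, FC −2.50; exact permutation test, p = 0.0281). Values of group CON spread widely, and 1 pig of group PIV was below all of them. CISH lies on chromosome 13 from 27759122 to 27761741. LOC102166306, which resembles alpha-fetoprotein, a serum protein of the fetal liver, fell from 8.48 ± 0.28 to 7.71 ± 0.49 (SD, n = 6 each; log2 FC −0.77, SE 0.20, FC −1.71), with 5 pigs of group PIV below all pigs of group CON (exact permutation test, p = 0.00866). It lies on chromosome 8 from 59104264 to 59134748. CYP2J34, a cytochrome P450 gene, fell from 3.40 ± 0.49 to 2.71 ± 0.48 (FC −1.61; exact permutation test, p = 0.0411), at low signals. The CYP2J34 transcript spans 107659749 to 107659855 on chromosome 6. TNFRSF11B, the decoy receptor osteoprotegerin, fell from 3.83 ± 0.39 to 3.21 ± 0.38 (FC −1.54; exact permutation test, p = 0.0238) and lies on chromosome 4 from 19687270 to 19715176. TAF7, a subunit of the transcription factor TFIID, had a FC of −1.76 with PIV pig P10 at 6.95 and the other pigs of the group at 5.04 to 5.45 (exact permutation test, p = 0.102). SAA1P, named LOC100525856 in the annotation, had a FC of −1.73 (exact permutation test, p = 0.0693). Neither TAF7 nor SAA1P passed the filter with the methods' t-test, and they missed it in 9 and 4 of the 12 fits that left out 1 pig. In all, 12 transcripts past the filter were more than 1.5-fold lower.

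**Figure D1:**
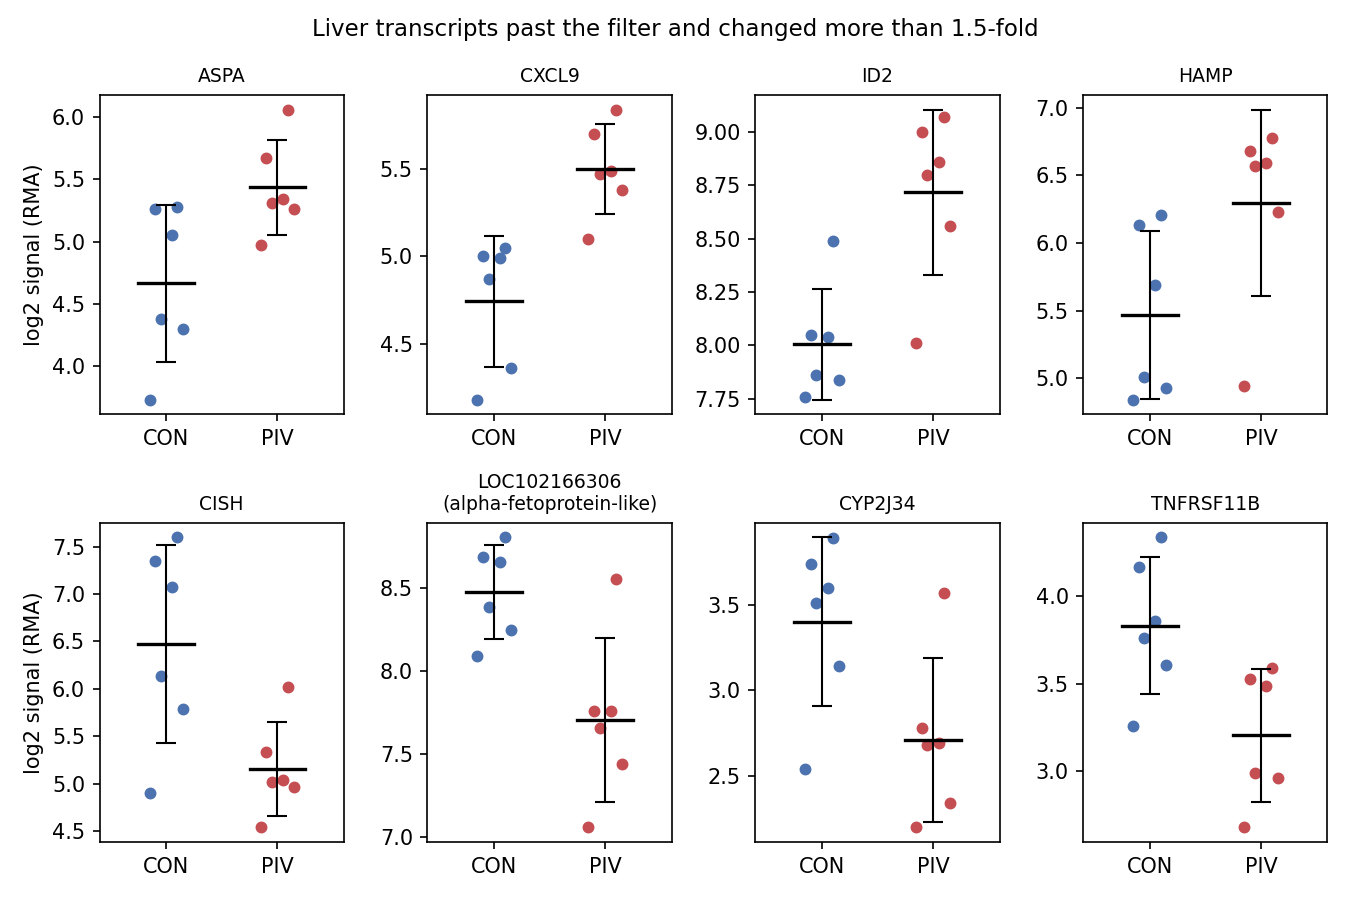
Log2 signal (RMA) of 8 genes past the filter in group CON (blue) and group PIV (red), with 1 point per pig, the mean as a line and the SD as error bars (n = 6 pigs per group). CXCL9 is the panel in which all 6 pigs of group PIV lie above group CON, and in HAMP pig P10 of group PIV lies at 4.94.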

Four genes (*CISH*, alpha-fetoprotein-like, *CYP2J34*, *TNFRSF11B*) amongst the downregulated genes exhibited a regulation that was <−1.5-fold. The top 10 downregulated transcripts were, in increasing order of their FCs (in brackets), as follows: *CISH* (−2.50), alpha-fetoprotein-like (*LOC102166306*; −1.71), *CYP2J34* (−1.61), *TNFRSF11B* (−1.54), phosphodiesterase 1C (*LOC100525902*; −1.45), *TRIM25* (−1.43), zinc finger protein 45 (*LOC100524260*; −1.40), *JCHAIN* (−1.39), *MOCS1* (−1.37) and *LONRF1* (−1.35). 

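TRIM25, a ubiquitin ligase of the antiviral RIG-I pathway, fell from 6.51 ± 0.25 (SD, n = 6) in group CON to 6.00 ± 0.20 (SD, n = 6) in group PIV (log2 FC −0.51, SE 0.12), and 5 pigs of group PIV were below all pigs of group CON (exact permutation test, p = 0.00433). The transcript lies on chromosome 12 from 31054426 to 31054575, and the log2 FC of a second TRIM25 transcript, named through an mRNA entry, was −0.15. JCHAIN, the joining chain of secreted IgA and IgM, fell from 6.48 ± 0.27 to 6.01 ± 0.20 (SD, n = 6 each; log2 FC −0.47, SE 0.13), also with 5 pigs of group PIV below group CON (exact permutation test, p = 0.00433). It lies on chromosome 8 from 57357800 to 57366534. ENO1, the glycolytic enzyme enolase, had a FC of −1.45, at 7.17 ± 0.35 and 6.63 ± 0.53 (exact permutation test, p = 0.0238). PIV pig P12 was lowest at 5.59, and ENO1 did not pass with the methods' t-test. LOC100525902, a phosphodiesterase 1C gene, had a FC of −1.45, with CON pig K23 at 3.41 and the other pigs of the group at 4.28 to 4.45 (exact permutation test, p = 0.0519). MOCS1, an enzyme of molybdenum cofactor synthesis, fell from 7.63 ± 0.29 to 7.18 ± 0.34 (FC −1.37; exact permutation test, p = 0.026). LONRF1 fell from 5.67 ± 0.31 to 5.23 ± 0.33 (FC −1.35; exact permutation test, p = 0.039). LOC100524260, zinc finger protein 45, had 2 transcripts with a gene symbol that differed. The brighter one was at 4.52 ± 0.11 and 4.47 ± 0.15 (FC −1.03; exact permutation test, p = 0.578), and the dimmer one fell from 3.61 ± 0.28 to 3.12 ± 0.42 (FC −1.40; exact permutation test, p = 0.0455).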

The FC and *p*-value of all differentially expressed transcripts between groups PIV vs. CON are shown in Supplementary Materials: Table S1.

To better interpret the biological meaning of the pivalate-induced changes in the hepatic transcriptome, GSEA was performed with the identified pivalate-regulated genes using GO biological process and molecular function terms. 

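Among the genes past the filter that carried a GO biological process term in the array annotation, the term with the smallest p was immune response. It held 7 of the genes, 1.46 being expected, among 92 annotated genes (EASE score, a conservative form of Fisher's exact test, one-sided, p = 0.00318). The 7 genes were CCL19, IL9, JUN, LOC100520439, OAS1, SLA-7 and TNFRSF11B, that is, chemokine, cytokine, antigen presentation and antiviral genes together with the transcription factor JUN and a decoy receptor. Next came terms made up of olfactory receptors, such as sensory perception of smell with 11 of 269 genes (4.28 expected; EASE form of Fisher's test, p = 0.00943). The other terms with a p under 0.05 were detection of chemical stimulus involved in sensory perception of smell, response to stimulus, G-protein coupled receptor signaling pathway (14 of 434 genes) and positive regulation of cell motility (2 of 3 genes, CFAP20 and PHPT1). In all, 6 of 1445 terms had a p under 0.05, and the lowest adjusted p was 1. Somatic stem cell population maintenance and myeloid cell differentiation held 0 of the genes among 5 and 4 annotated, and regulation of cell proliferation held 1 (TNFRSF11B) of 26. The annotation lists only terms assigned directly to a gene, without their parent terms, and it had no entry with at least 3 genes for negative regulation of B cell differentiation, response to other organism or response to external biotic stimulus. The test used 4656 annotated genes, 74 of them past the filter with limma, and with the genes past the filter by the methods' t-test 0 terms had a p under 0.05.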

The GSEA of the transcripts that were differentially regulated between group PIV and group CON revealed that the enriched (*p* < 0.05) biological process terms were negative regulation of B cell differentiation, somatic stem cell population maintenance, response to other organisms, response to external biotic stimulus, myeloid cell differentiation, and regulation of cell proliferation (Figure 2B). The enriched (*p* < 0.05) molecular functions assigned to the transcripts that were differentially regulated between group PIV and group CON were ammonium ion binding, signal transducer activity, signaling receptor activity, transmembrane signaling receptor activity, receptor activity, molecular transducer activity, transmembrane receptor activity, and protein coupled receptor activity (Figure 2C).

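Receptor genes, most of them olfactory receptors, made up the molecular function terms with a p under 0.05. Signal transducer activity held 15 of the genes past the filter among 431 annotated (7.28 expected; EASE form of Fisher's test, p = 0.0122). Olfactory receptor activity held 11 of 269 (4.54 expected; EASE form of Fisher's test, p = 0.0144) and G-protein coupled receptor activity 14 of 426 (7.20 expected; EASE form of Fisher's test, p = 0.0251). The remaining term, transcription regulatory region DNA binding, held 5 of 66 genes, HIVEP1, IKZF3, KLF1 and TAF7 among them (EASE form of Fisher's test, p = 0.0247). Without the olfactory receptors, signal transducer activity held 4 of 162 genes (EASE form of Fisher's test, p = 0.462) and G-protein coupled receptor activity 3 of 157 (EASE form of Fisher's test, p = 0.706). Transmembrane signaling receptor activity held 2 of 126 genes (EASE form of Fisher's test, p = 0.886) and receptor activity 0 of 31. The annotation had no entry with at least 3 genes for ammonium ion binding, signaling receptor activity, molecular transducer activity or transmembrane receptor activity, which were therefore not tested. Of 732 terms, 4 had a p under 0.05 and none passed after adjustment, and the methods' t-test left 0. Over all transcripts with a gene symbol, 36 of 916 olfactory receptor genes (3.93%) passed the filter against 190 of 13514 other genes (1.41%; odds ratio 2.87, 95% confidence interval 1.94 to 4.14, Fisher's exact test, two-sided, p = 2.78e-07). Fisher's test takes transcripts as independent, and 50 of 100 divisions of the pigs into 6 and 6, the real one included, gave at least 36, so chance cannot be excluded for this number. Of the 36, 26 were higher and 10 lower in group PIV, and 20 and 13 when the medians of all arrays were set equal. Olfactory receptors are not known as liver genes, and their median log2 signal was 2.57 against 5.12 for the other genes. Only 22 of the 916 reached a log2 signal of 5 in at least 6 pigs, of which 1 passed (odds ratio 4.02; Fisher's exact test, p = 0.23).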

### 2.4. Technical Validation of Microarray Data

Microarray data of 14 differentially expressed transcripts were validated by qPCR. As shown in Supplementary Materials: Table S2, the effect direction (positive or negative FC) was the same between microarray and qPCR for all validated transcripts, whereas the effect size (value of FC) differed to some extent for the validated transcripts between microarray and qPCR. Statistical analysis of qPCR data revealed that three (*ABHD5*, *HACL1*, *MOCS*) of the validated transcripts were regulated significantly (*p* < 0.05), whereas the other transcripts were not regulated (*p* > 0.05).

### 2.5. Identification of Pivalate-Regulated Metabolites in Plasma and Liver

Targeted metabolome analysis of blood plasma and liver was performed to identify pivalate-induced changes in a large set of plasma and liver metabolites. In plasma, simultaneous quantification of 630 metabolites from different compound classes (acylcarnitines, alkaloids, amine oxides, amino acids, amino acid related, bile acids, biogenic amines, carbohydrates and related compounds, carboxylic acids, cholesteryl esters, ceramides, cresols, diglycerides, dihexosylceramides, dihydroceramides, fatty acids, hexosylceramides, hormones, indoles and derivatives, lysophosphatidylcholines, nucleobases and related compounds, phosphatidylcholines, sphingomyelins, triglycerides, trihexosylceramides, vitamins and their cofactors) revealed a total of 18 metabolites, whose concentrations differed between the two groups (Figure 3, *p* < 0.05). These metabolites belonged to the following classes: carnitine/acylcarnitines (C0, C2, C3, C3-DC (C4-OH), C5), amino acids-related (tryptophan betaine), carboxylic acids (aconitic acid), diacylglycerols (DG(18:1_22:6)), dihydroceramides (Cer(d18:0/24:0)), glycerophospholipids (PC aa C32:2, PC ae C34:2), glycosylceramides (Hex3Cer(d18:1_22:0) and triacylglycerols (TG(17:0_36:4), TG(17:2_34:3), TG(17:2_36:2), TG(20:2_34:3), TG(20:3_34:3), TG(20:5_36:2)). Amongst these metabolites, the concentrations of 13 metabolites (C0, C2, C3, C3-DC (C4-OH), aconitic acid, Cer(d18:0/24:0), PC aa C32:2, PC ae C34:2, Hex3Cer(d18:1_22:0), TG(17:0_36:4), TG(17:2_36:2), TG(20:2_34:3), and TG(20:5_36:2)) were lower and those of the remaining metabolites (C5, tryptophan betaine, DG(18:1_22:6), TG(17:2_34:3), and TG(20:3_34:3)) were higher in group PIV than in group CON (*p* < 0.05).

The sum of individual lipid species within the most important lipid classes, such as triacylglycerols, cholesteryl esters, phosphatidylcholine, lysophosphatidylcholine, sphingomyelin, diacylglycerols, glycosylceramides and ceramides, in plasma did not differ between group PIV and group CON (Table 1).

In the liver, the simultaneous quantification of 366 metabolites from different compound classes revealed nine metabolites that differed between groups PIV and CON (Figure 4, *p* < 0.05). Most of these liver metabolites belonged to the carnitine/acylcarnitines class (C0, C2, C3, C3-DC (C4-OH), C4, C5, C5-OH (C3-DC-M), C7-DC)) and one of these belonged to the amino acids-related class (tryptophan betaine). Hepatic concentrations of four metabolites (C5, C5-OH (C3-DC-M), C7-DC, tryptophan betaine) were higher in group PIV than in group CON (*p* < 0.05). The concentrations of five metabolites (C0, C2, C3, C3-DC (C4-OH), C4) in the liver were lower in group PIV than in group CON (*p* < 0.05).

## 3. Discussion

Pivalate-induced secondary CD occurs as an adverse effect of long-term treatment with pivalate-conjugated antibiotics, mainly in the pediatric population [12,13,14], because the absorbed pivaloyl moiety forms esters with free carnitine (pivaloylcarnitine), which are excreted via the urine, thereby causing carnitine depletion of tissues. In line with this, pigs of group PIV had approximately 40–60% lower concentrations of free carnitine and acetylcarnitine in the plasma and liver, and in different skeletal muscles, than pigs of group CON, as determined by LC-MS/MS. Reduced liver and plasma concentrations of free carnitine and various acylcarnitines in pigs of group PIV were also confirmed by liver and plasma metabolite profiling using a targeted metabolomics approach, according to which the concentrations of C0 (free carnitine), C2 (acetylcarnitine), C3 (propionylcarnitine), C3-DC (C4-OH) (malonylcarnitine and 3-hydroxybutyrylcarnitine) and C4 (butyrylcarnitine; only in the liver) were 58%, 70%, 76%, 29% and 79%, respectively, lower in group PIV than in group CON. In contrast, liver and plasma metabolite profiling revealed an 8- and 20-fold increase in the liver and plasma concentration, respectively, of the five-carbon acylcarnitine C5 in group PIV compared to group CON. The C5 signal in MS/MS analysis may represent four isomers, namely isovalerylcarnitine, valerylcarnitine, 2-methylbutyrylcarnitine and pivaloylcarnitine, because this analysis cannot differentiate C5-acylcarnitine isomers. It is highly likely that the marked elevation of plasma C5 levels in group PIV is due to elevated levels of pivaloylcarnitine as a consequence of pivalate administration. However, an increased urinary excretion of pivaloylcarnitine, which is known to occur in humans with secondary CD due to treatment with pivaloyloximethyl-esterified antibiotics [12], could not be shown in pigs of group PIV due to lack of urine collection in the present study. Nevertheless, our data strongly suggest that secondary CD was successfully induced in pigs by administration of pivalate.

In order to identify metabolic pathways and biological processes affected by secondary CD, genome-wide transcript profiling was performed in the liver of the pigs. Despite the pronounced depletion of carnitine levels in the liver, only 140 out of more than 19,000 genes screened were identified as differentially expressed according to the mild filter settings applied between group PIV and group CON. Apart from the low number of regulated transcripts, it is also noteworthy that the extent of regulation of these genes was very weak. 

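The transcripts past the filter moved by small steps, and a small FC could still go with groups that did not overlap. How FC and separation were related over all 462 transcripts was not tested. ZFAND2A, a zinc finger gene of the heat shock response, fell by 0.42 on the log2 scale, from 6.20 ± 0.21 (SD, n = 6) in group CON to 5.78 ± 0.14 (SD, n = 6) in group PIV, and all 6 pigs of group PIV were below every pig of group CON (exact permutation test, p = 0.00216). DUSP2, a phosphatase of MAP kinases, was higher with a FC of 1.22 (exact permutation test, p = 0.0152). S100A4, a calcium binding protein, had a FC of −1.26 (exact permutation test, p = 0.0433) and CRELD2, a protein of the endoplasmic reticulum, a FC of −1.21 (exact permutation test, p = 0.0455), and they missed the filter in 3 and 4 of the 12 fits that left out 1 pig. The difference between groups exceeded 1.5-fold for 25 of the 462 transcripts, 13 higher and 12 lower. That number was 55 without CON pig K23, 46 without PIV pig P10, 42 without CON pig K22 and 38 without PIV pig P12. With the methods' t-test it was 16. In data simulated with the spread of these arrays, limma with the same filter found 97% of 100 transcripts changed by a log2 of 0.5. It found 100% of those changed by a log2 of 1, and 591 unchanged transcripts passed as well. The changed transcripts were drawn without the most variable ones, so the shares found do not apply to the latter.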

To underline this, there was only one gene (*CISH*, cytokine inducible SH2-containing protein) that was regulated greater 2.0-fold between group PIV and group CON. In contrast, a recent transcriptomics study demonstrated that dietary supplementation of carnitine, which resulted in a 10-fold elevation of hepatic free carnitine concentration, regulates more than 500 hepatic genes greater 2.0-fold in growing pigs [20]. 

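Leaving out any 1 of the 12 pigs, the FC of CISH stayed between −2.14 and −3.11. Of 15 measured genes of growth hormone and STAT5 signalling, CISH was the 1 that passed the filter, and it also passed when adjusted over the list alone. The paper had named CISH before the list was written, so passing over the list alone is not independent evidence. The other members did not pass, and the list as a whole had no shift relative to the other genes (camera from limma, median log2 FC −0.02, adjusted p = 0.894, and adjusted p = 0.962 with an estimated correlation). IGF1, the growth factor of that pathway, was measured by 2 transcripts. The transcript with a gene symbol was at 7.06 ± 0.82 and 6.92 ± 0.38 (SD, n = 6 each; log2 FC −0.15; exact permutation test, p = 0.734). A dim transcript named IGF1 through an mRNA entry, and thus open to cross-hybridisation, fell from 2.68 ± 0.57 to 2.08 ± 0.21 (FC −1.51; exact permutation test, p = 0.0346). Past the filter and more than 2-fold were also 2 transcripts without a gene name, both higher in group PIV. One, on chromosome 10 from 31110530 to 31117616, was at 4.67 ± 0.39 in group CON and 6.21 ± 1.13 in group PIV (SD, n = 6 each; FC 2.91; exact permutation test, p = 0.0238), with 4 pigs of group PIV above all of group CON. The other had a FC of 2.09. The number of transcripts past the filter and above 2-fold was 3 in all, 7 without PIV pig P12, 6 without CON pig K22 or PIV pig P10, and 5 without CON pig K4, K23 or K42.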

In line with the generally weak regulation of hepatic genes by pivalic acid treatment, qPCR validation of microarray data failed to confirm significant differences between groups for most of the validated genes despite the fact that the effect direction (up- or downregulation) could be confirmed for all genes by qPCR analysis. The failure of confirming the statistical significance level of microarray data in most of the validated genes is largely attributed to the small effect size (FCs of validated genes ranged between +1.70 and −1.43) in combination with the small group size (*n* = 6 animals) and the generally high variation of qPCR data, which generally complicates the possibility of confirming these microarray data. Thus, the microarray data from this study should not be overstated and must be interpreted very cautiously. Keeping these limitations in mind, bioinformatic GSEA of these 140 differentially expressed hepatic genes revealed a particular involvement of the encoded proteins in immune-related biological processes, such as regulation of B cell differentiation, myeloid cell differentiation, regulation of cell proliferation and response to external biotic stimulus. The pivalate-regulated genes responsible for the enrichment of these biological processes included *HIVEP1* (human immunodeficiency virus type I enhancer-binding protein 1), *ID2* (inhibitor of DNA binding 2), *BCL6* (B-cell lymphoma 6 transcription repressor)*, OAS1* (2’-5’-oligoadenylate synthetase 1), *CXCL9* (C-X-C motif chemokine ligand 9), *JUN* (Jun proto-oncogene), *IFIT3* (interferon-induced protein with tetratricopeptide repeats 3), *NR2E1* (nuclear receptor subfamily 2 group E member 1), *PRKCQ* (protein kinase C theta), *PPP1R16B* (protein phosphatase 1 regulatory subunit 16B), *SFRP1* (secreted frizzled-related protein 1), *TNFRSF11B* (TNF receptor superfamily member 11B), *IL12RB2* (interleukin 12 receptor subunit beta 2), *KLF1* (kruppel like factor 1), *FGF14* (fibroblast growth factor 14), *CISH*, *TRIM25* (tripartite motif containing 25), *TP53TG5* (TP53 target 5), *AFP* (alpha-fetoprotein), *ZFAND2A* (zinc finger AN1-type containing 2A), *LONRF1* (LON peptidase N-terminal domain and ring finger 1), *CYP2J34* (cytochrome P450 family 2 subfamily J member 34), *S100A4* (S100 calcium binding protein A4), and several others. 

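Of 22 measured genes of this group, 13 were higher and 9 lower in group PIV (11 and 9 past the filter after quantile normalization applied again, 12 and 9 with equal array medians). The list was chosen by the study on these samples for passing the filter, so this is not independent evidence that these genes differed or of their direction. JUN, an immediate early transcription factor, rose from 6.84 ± 0.17 (SD, n = 6) in group CON to 7.17 ± 0.21 (SD, n = 6) in group PIV (FC 1.25; exact permutation test, p = 0.0195). IFIT3, an interferon-induced antiviral gene, rose from 5.59 ± 0.10 to 5.88 ± 0.23 (FC 1.23; exact permutation test, p = 0.0173). NR2E1, a nuclear receptor, was higher with the same FC of 1.23 (exact permutation test, p = 0.0108). PRKCQ and IL12RB2, a kinase and a cytokine receptor of T cells, were higher with FCs of 1.25 and 1.24, and PPP1R16B, KLF1 and FGF14 with FCs of 1.21, 1.21 and 1.22. SFRP1, an antagonist of Wnt signalling, fell from 6.13 ± 0.31 to 5.73 ± 0.14 (FC −1.32; exact permutation test, p = 0.00649), while the log2 FC of its second transcript, named through an mRNA entry, was −0.20. TP53TG5 fell with a FC of −1.31 (exact permutation test, p = 0.039). AFP was not found under that name on the array, and LOC102166306, annotated only as alpha-fetoprotein-like, was not counted with the group. The group as a whole, with members going both ways, had an adjusted p = 0.148 from camera, and adjusted p = 0.719 with an estimated correlation. Of the 12 fits that left out 1 pig, KLF1 and PPP1R16B each missed the filter in 4, S100A4 in 3, FGF14 in 2, and IFIT3, IL12RB2, NR2E1 and PRKCQ in 1 each.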

Although these findings of a preferential involvement of the differentially regulated genes in immune-related biological processes might suggest that pivalate-induced CD causes a hepatic innate immune response at the molecular level, these findings should not be overstated due to the abovementioned limitations of our microarray analysis. 

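Of 45 measured genes of the interferon response, listed before the data were examined but with the genes named by the paper already known, CXCL9, OAS1, IFIT3 and ISG20 were higher in group PIV and TRIM25 was lower, and 40 did not pass the filter. CXCL9, OAS1 and TRIM25 also passed when adjusted over the list alone. The log2 FC was above 0 for 37 of the 45 genes, with a median of 0.09, and the list shifted up relative to the other genes (camera, adjusted p = 0.000444). The shift did not hold with an estimated correlation (adjusted p = 0.719), nor without CON pig K42 (adjusted p = 0.0713). Markers of T cells and natural killer cells shifted up as well, with 25 of 27 above 0 and a median log2 FC of 0.15 (camera, adjusted p = 1.13e-05, and adjusted p = 0.719 with an estimated correlation). Of these markers, PRF1 (FC 1.20) and ZAP70 (FC 1.21) passed the filter, neither of them after quantile normalization applied again or with equal array medians, nor in 4 and 5 of the 12 fits that left out 1 pig, and none passed when adjusted over the list alone. The mean of the markers per pig, centred over all pigs, was −0.08 ± 0.19 (SD, n = 6) in group CON and 0.08 ± 0.16 (SD, n = 6) in group PIV (exact permutation test, p = 0.141). Of 28 genes of the acute phase response, HAMP was higher and the others did not pass (camera, adjusted p = 0.894). Of 34 genes of NF-kappa B and inflammatory cytokines, TNFRSF11B was lower and none was higher (camera, adjusted p = 0.338). None of 16 Kupffer cell and macrophage markers (camera, adjusted p = 0.338) and none of 13 neutrophil markers (camera, adjusted p = 0.417) passed. Of 13 markers of B cells and plasma cells JCHAIN was lower, also when adjusted over the list alone (camera, adjusted p = 0.435). JCHAIN, too, had been named by the paper before the list was written. With an estimated correlation none of the 37 lists passed, those of metabolism included. With fry, another list test of limma, the smallest adjusted p of any list was 0.48.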

In agreement with the weak changes of the hepatic transcriptome, targeted screening of hundreds of metabolites in the liver and plasma revealed only a low number (9 and 18, respectively) being different between pigs of group PIV and group CON. Apart from the above-mentioned carnitine/acylcarnitine species, the altered metabolites in plasma included mainly lipid species, such as triacylglycerol species, diacylglycerol species, phosphatidylcholine and lysophosphatidylcholine species, and ceramide and glycosylceramide species. In addition, tryptophan betaine, also called hypaphorine, in both liver and plasma, and aconitic acid in plasma, were identified as PIV-regulated metabolites. Despite the fact that most of the pivalate-induced changes in plasma were observed within lipid species, it has to be mentioned that all of them are only minor lipid species, which contribute only marginally to the total species within their lipid class. In agreement with this, the sum of individual lipid species within the dominant plasma lipid classes (triacylglycerols, cholesteryl esters, phosphatidylcholine, lysophosphatidylcholine, sphingomyelin, glycosylceramides, and ceramides) did not differ between groups. Considering this, it can be assumed that pivalate-induced CD is not associated with a profound effect on lipid metabolism in the liver. This assumption is supported by an earlier study in rats showing that treatment with pivalate does not cause metabolic changes in the liver of rats [21]. Obviously, this observation also applies to pigs. The indole alkaloid hypaphorine was identified in several legumes, including lentils, chickpeas and white beans [22], and was recently described as a suitable serum and urine biomarker of the intake of legumes [23]. Thus, the hypaphorine detected in both the liver and plasma of the pigs likely reflects the intake of soybean meal from the diet. Since pigs of both groups received identical diets, and feed intake was not different between groups, the higher liver and plasma concentration of hypaphorine in group PIV compared to group CON cannot be explained by a higher soybean meal intake. Despite being speculative, it is possible that the hepatic metabolism of this alkaloid was affected by pivalate treatment. Such an effect could be indicative of a confounding effect of pivalate administration rather than a consequence of secondary CD.

In conclusion, the present study shows that pivalate administration is an effective means for the induction of secondary CD in pigs, as shown by a 40–60% lowering of free and acetylcarnitine concentrations in plasma, liver and different skeletal muscles. The observation that pivalate-induced CD caused only weak alterations of the hepatic transcriptome and no profound changes of the liver and plasma metabolome indicates that pivalate-induced secondary CD is not associated with significant changes in hepatic metabolism in pigs.

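The measured genes of carnitine handling differed little between the groups. Of 18 listed genes of carnitine synthesis, transport and acyl transfer, CPT1A was not found by name on the array and was therefore not tested. Among the 17 measured, SLC22A5, the carnitine transporter OCTN2 of the plasma membrane, was the 1 that passed the filter. It fell from 5.05 ± 0.17 (SD, n = 6) in group CON to 4.74 ± 0.23 (SD, n = 6) in group PIV (log2 FC −0.31, SE 0.11, FC −1.24), and 5 pigs of group PIV were below all pigs of group CON (exact permutation test, p = 0.0173). It lies on chromosome 2 from 122446532 to 122471773 and did not pass when adjusted over the list alone. The median log2 FC of the list was 0.04 (camera, adjusted p = 0.834). BBOX1, the last enzyme of carnitine synthesis, was at 7.13 ± 0.29 and 7.32 ± 0.10 (exact permutation test, p = 0.165), and CPT2, which releases acyl groups from carnitine in mitochondria, at 7.07 ± 0.39 and 7.19 ± 0.37 (exact permutation test, p = 0.589). CRAT, which forms acetylcarnitine, was at 7.09 ± 0.23 and 7.12 ± 0.17. SLC16A9, a carrier for the efflux of carnitine, had a FC of 1.15, which is below the filter (exact permutation test, p = 0.0433). None of 26 genes of mitochondrial beta-oxidation (median log2 FC −0.03; camera, adjusted p = 0.48), of 19 genes of ketogenesis and PPARA targets (adjusted p = 0.912) and of 18 genes of CoA synthesis and acyl-CoA hydrolysis (adjusted p = 0.766) passed. In peroxisomal oxidation, with 24 genes, HACL1 fell with a FC of −1.29 (exact permutation test, p = 0.0325) and ABCD3, named through an mRNA entry, was higher with a FC of 1.26 (exact permutation test, p = 0.0584; list adjusted p = 0.894). Of 18 genes of lipolysis and lipid droplets ABHD5, the activator of triacylglycerol lipase, fell with a FC of −1.29 (exact permutation test, p = 0.0325; list adjusted p = 0.478).
Of 44 genes of oxidative phosphorylation NDUFB5, a subunit of complex I, fell from 6.23 ± 0.18 to 5.94 ± 0.18 (exact permutation test, p = 0.0216) and 43 did not pass. The list shifted down by a median log2 FC of −0.05 (camera, adjusted p = 0.00172), which did not hold with an estimated correlation (adjusted p = 0.785) or without CON pig K22 (adjusted p = 0.508). In cholesterol synthesis and uptake, with 23 genes, INSIG2, named through an mRNA entry, was higher (FC 1.27, list adjusted p = 0.327 from camera). In gluconeogenesis and glycolysis, with 26 genes, PKLR was higher (FC 1.25, not past the filter after either rescaling of the arrays) and ENO1 lower (list adjusted p = 0.338 from camera). ASPA was the 1 gene past the filter of 24 of the urea cycle and amino acid breakdown (list adjusted p = 0.674). No gene passed among 28 of fatty acid and triacylglycerol synthesis (adjusted p = 0.72), 18 of bile acid synthesis and transport (adjusted p = 0.912), 27 of pyruvate dehydrogenase and the citric acid cycle (adjusted p = 0.994) and 19 of tryptophan breakdown and methylation of amines (adjusted p = 0.526). In the 12 fits that left out 1 pig, SLC22A5 missed the filter in 2, NDUFB5 in 3, ABCD3 in 5, PKLR in 7, and ABHD5 and ENO1 in 1 each, and ABCD3 and PKLR did not pass with the methods' t-test. From the weak alterations of the transcriptome, taken with the metabolome of liver and plasma, the paper concludes that this form of CD left the metabolism of the liver largely as it was.

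**Figure D2:**
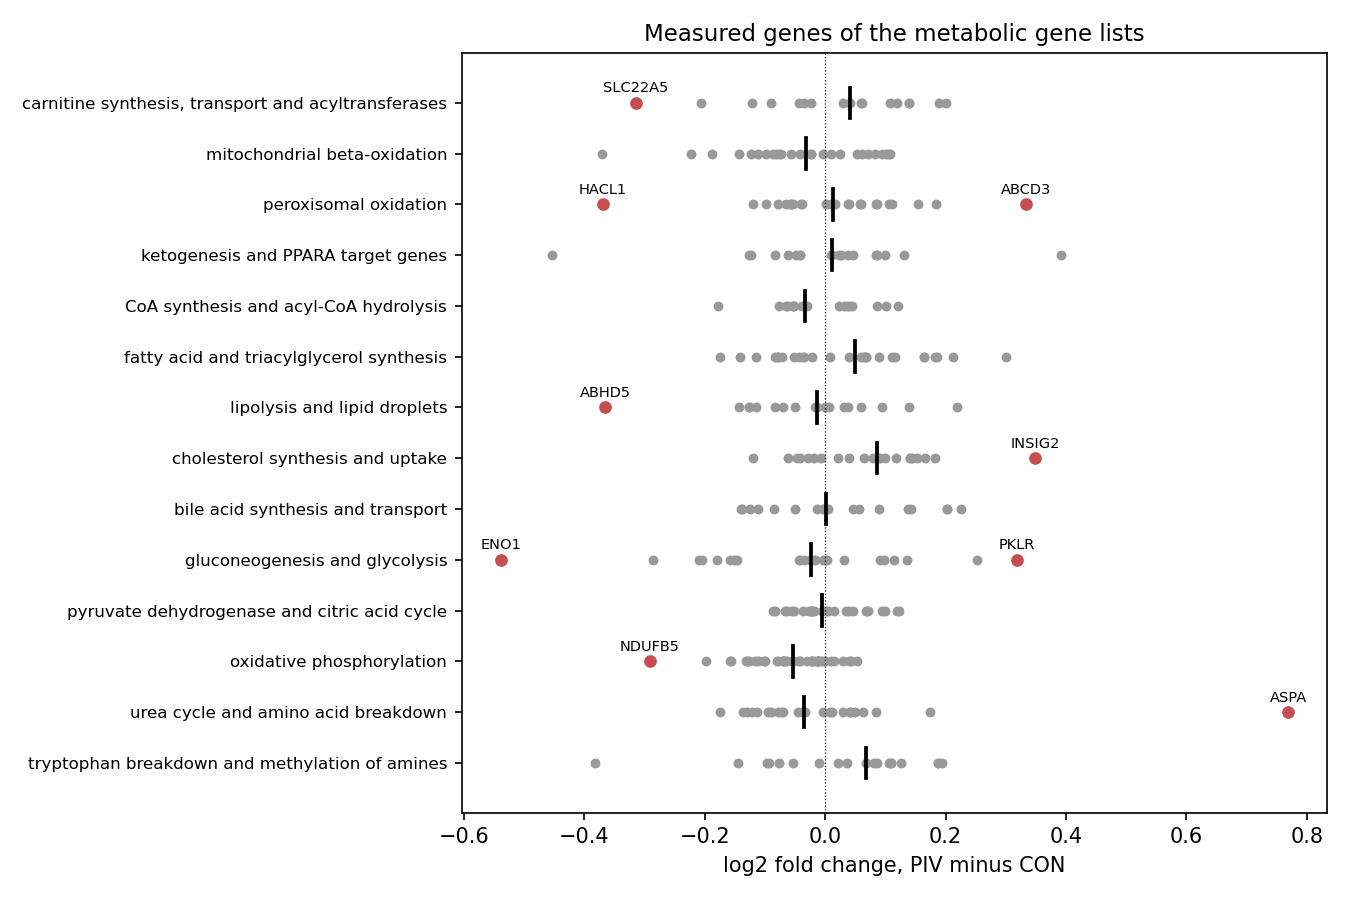
Log2 FC (group PIV minus group CON) of every measured gene of 14 metabolic gene lists, red and named where the gene passed the filter and grey otherwise, with the median of each list as a black bar. ASPA lies farthest to the right at 0.77 and ENO1 farthest to the left at −0.54, and the medians lie between −0.05 and 0.09.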

## 4. Materials and Methods

### 4.1. Animal Experiment

The animal experiment was approved by the local Animal Care and Use Committee (Regierungspräsidium Giessen; permission no: GI 19/3 No. 30/2013). All experimental procedures described followed established guidelines for the care and handling of laboratory animals. For the experiment, a total of 12, 5-week-old, male crossbred piglets (Pietrain × (German Landrace × German Edelschwein)) were used, which were kept in pairs in flat-deck pens under controlled conditions (23 ± 2 °C room temperature, 50–60% relative humidity, light from 06.00 a.m. to 07.00 p.m.). The piglets were randomly allocated to two groups (group CON, group PIV) of *n* = 6 piglets each, and fed identical nutrient-adequate diets [24] according to a phase feeding system (phase I: until a body weight of 15 kg; phase II: until the end of the experiment) throughout the experimental period of 28 days. The diet in phase I consisted of (g/kg): wheat, 381.7; barley, 315; soybean meal (44% crude protein), 250; soybean oil, 15; mineral and vitamin premix, 33.5; L-lysin, 2.6; DL-methionine, 1.0; and L-threonine, 1.2. The diet of phase II consisted of (g/kg): wheat, 401.9; barley, 302; soybean meal (44% crude protein), 240; soybean oil, 15; mineral and vitamin premix, 33.4; L-lysin, 1.5; DL-methionine, 0.5; L-threonine, 0.7; and a mixture of organic acids (containing 45% formic acid, 7.7% lactic acid, 5% sodium acetate), 5. The carnitine concentration in the diets was below 10 mg/kg diet as analyzed by LC-MS/MS according to [25]. In addition, piglets were given orally either (per kg body weight (BW)) NaHCO_3_ (Sigma-Aldrich, Steinheim, Germany) solution (60 mg/100 mL) (group CON) or 30 mg sodium pivalate (95% purity; Sigma-Aldrich, Steinheim, Germany) dissolved in NaHCO_3_ solution (group PIV) each day throughout the experimental period of 28 days. Water was constantly available ad libitum from nipple drinkers during both experiments.

At the end of the experiment, the pigs were killed in the post-prandial period (2 h after their last meal) by electronarcosis followed by exsanguination. Blood was collected into heparinized polyethylene tubes (Sarstedt, Nümbrecht, Germany) and plasma was obtained by centrifugation at 1100× *g* for 10 min at 4 °C and subsequently stored at −80 °C. Aliquots from the liver and selected muscles (*longissimus dorsi*, *semitendinosus*, and superficial *biceps femoris*) were collected, snap-frozen in liquid nitrogen and stored at −80 °C pending analysis.

### 4.2. Carnitine Analysis in Plasma and Tissues

Liquid chromatography coupled with tandem mass spectrometry (LC-MS/MS) was used for determining the concentrations of free carnitine and acetylcarnitine in plasma, liver and different skeletal muscles according to [25]. Deuterated L-carnitine-methyl-d3-hydrochloride and deuterated O-acetyl-d3-carnitine-hydrochloride (both from Sigma-Aldrich, Steinheim, Germany) were used as internal standards.

### 4.3. Liver Transcriptomics

Total RNA from liver aliquots (20 mg) was extracted using TRIzol reagent (Invitrogen, Karlsruhe, Germany) according to the manufacturer’s protocol. RNA quantity and quality were determined spectrophotometrically and by electrophoresis, as described in detail in [26]. For microarray hybridization, RNA samples were processed at the Center of Excellence for Fluorescent Bioanalytics (Regensburg, Germany) using an Affymetrix GeneChip Porcine Gene 1.0 Sense Target array, which covers 19,212 genes represented by 394,580 probes, according to the manufacturer’s instructions. Following scanning of the processed GeneChips, cell intensity files, which provided a single intensity value for each probe cell, were generated from the image data using the Command Console software (Affymetrix). Correction of background and normalization of probe cell intensity data was carried out using the Robust Multichip Analysis (RMA) algorithm with the Expression Console software (Affymetrix). The RMA algorithm is a log scale multi-chip analysis approach fitting a robust linear model at the probe level to minimize the effect of probe-specific affinity differences. Expression levels of transcripts are measured using log transformed perfect match values, after carrying out a global background adjustment and across microarray normalization [27]. Annotation of microarrays was performed with the NetAffx annotation file “Porcine Annotations, CSV format, Release 36 (6.4 MB, 4/13/16)”. The microarray data of this study were provided in the NCBI’s Gene Expression Omnibus public repository (GSE178384) [28]. Owing to the rather moderate differences in the hepatic transcriptomes between group PIV and group CON, transcripts were defined as differentially expressed when the fold change (FC) between group PIV and group CON was >1.2 or <−1.2 and the *p*-value of the unpaired Student’s *t*-test was <0.05. Identical or similar filter criteria were also applied in several recent studies [26,29,30], in which treatment-induced changes of the transcriptome were only moderate and the application of more stringent filter criteria (e.g., false discovery rate and/or FC > 2.0 or <−2.0) failed to filter a sufficiently substantial number of genes to perform gene set enrichment analysis (GSEA). 

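HIVEP1, CXCL9 and ID2 among the transcripts that were higher in group PIV, and TRIM25 among those that were lower, were no exception to the outcome of the adjustment, although the groups did not overlap in HIVEP1 and CXCL9. With limma and the Benjamini-Hochberg method 0 of the 25385 transcripts had an adjusted p under 0.05, and the lowest adjusted p was 0.788. An unadjusted p under 0.05 was found for 921 transcripts, fewer than the 1269 to be counted on average if no transcript differed. The methods' t-test also gave 0 transcripts after adjustment (lowest adjusted p = 0.0904) and 932 without it. In the other settings the lowest adjusted p lay between 0.561 and 0.999, and between 0.0641 (without CON pig K1) and 1 in the fits that left out 1 pig. In data simulated with the spread of these arrays, 62% of 100 transcripts changed by a log2 of 0.5 passed after adjustment with limma. That is about the size of change of HIVEP1 and TRIM25. Of those changed by a log2 of 1, 100% passed, together with 4 unchanged transcripts. The changed transcripts were drawn without the most variable ones, and the noise was independent between transcripts. These shares therefore do not apply to genes as variable as CISH and may be too high for the real data.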

In the present study, filtering of differentially expressed transcripts using the Benjamini and Hochberg false discovery rate adjustment method could not be applied because the adjusted *p*-values for all transcripts were >0.05. GSEA was carried out with the list of differentially expressed transcripts in order to identify enriched Gene Ontology (GO) terms within the Biological process and Molecular function GO categories using the freely available DAVID 6.8 bioinformatic resource [31,32]. GO terms were considered as enriched if *p* < 0.05.

### 4.4. Validation of Microarray Data Using qPCR Analysis

Microarray data of 14 transcripts randomly selected out of the list of differentially regulated transcripts were validated by qPCR. Synthesis of cDNA and qPCR analysis was performed with a Rotor-Gene Q system (Qiagen, Hilden, Germany) using gene-specific primer pairs (Eurofins MWG Operon, Ebersberg, Germany) as described recently in detail [33]. Primer pairs were designed using Primer3 [34] and the Basic Local Alignment Search Tool [35]. Characteristics of primer pairs are shown in Supplementary Materials: Table S3. Normalization was carried out using multiple reference genes (*ACTB*, *RPS9*, *SDHA*) according to [36]. The mean value calculated from normalized individual values of group CON was set to 1 and the mean and SD of group PIV were scaled proportionally.

### 4.5. Liver and Plasma Metabolomics

Frozen liver tissue (200 mg) was homogenized in a mixture of ethanol/10 mM phosphate buffer (pH 7.5) (85/15, *v/v*) at a tissue:solvent ratio of 1:3 (*w/v*) using a TissueLyser (Qiagen, Hilden, Germany) along with tungsten carbide beads according to Zukunft et al. [37]. Since the extraction solvent used was appropriate to cover the polar metabolite classes of the metabolomics kit, only the polar metabolites, but not the unpolar metabolites (triacylglycerol and cholesterylester species), could be considered in the liver. After homogenization, the samples were centrifuged at 4 °C and 10,000× *g* for 5 min, and the supernatants were used for metabolite quantification. Quantification of plasma and extracted liver metabolites was carried out on an AB SCIEX 5500 QTrap™ mass spectrometer (AB SCIEX, Darmstadt, Germany) using the MxP™ Quant 500 kit (Life Sciences AG, Innsbruck, Austria), following the manufacturer’s protocols (https://biocrates.com/mxp-quant-500-kit; accessed at 15 December 2020). This targeted metabolomics approach allows for the simultaneous quantification of up to 630 metabolites from 26 compound classes. The extracts were analyzed by flow injection analysis tandem mass spectrometry (FIA-MS/MS) for lipids and liquid chromatography-tandem mass spectrometry (LC-MS/MS) using Agilent 1290 Infinity II liquid chromatography (Santa Clara, CA, USA) coupled with a tandem mass spectrometer for small molecules and using multiple reaction monitoring (MRM) to detect the analytes. Data were quantified using SCIEX Analyst^®^ software and imported into Biocrates MetIDQ™ software for the calculation of analyte concentrations, as well as data assessment and compilation.

### 4.6. Statistical Analysis

The statistical analysis was carried out using the SPSS 27 statistical software (IBM, Armonk, NY, USA). The experimental unit was the pen for daily feed intake and the individual animal for all other data. All parameters except liver transcriptomic data were tested for normal distribution using the Shapiro–Wilk test and tested for homoscedasticity with the Levene test. A Student’s *t*-test was performed for normally distributed and homoscedastic data. Normally distributed but heteroscedastic data were analyzed using the Welch t-test. If the normal distribution was not followed, a Mann–Whitney U test was performed. Pearson’s correlation coefficient (*r*) was used to evaluate the correlation between two variables. For all tests, differences were considered significant at *p* < 0.05.

## Figures and Tables

**Figure 1:**
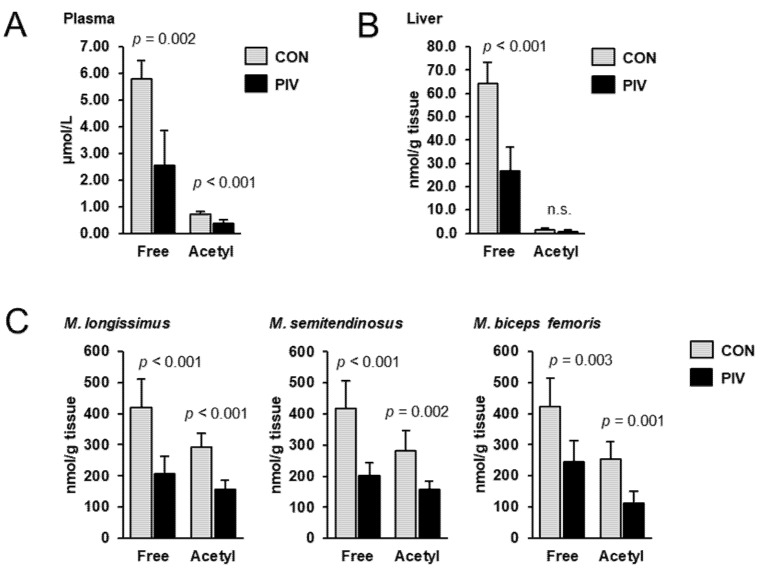
Concentrations of free carnitine and acetylcarnitine in plasma (**A**), liver (**B**) and different skeletal muscles (**C**) of 5-week-old pigs orally administered either vehicle (group CON) or pivalate (group PIV) for 28 days as determined by LC-MS/MS. Bars are means ± SD for *n* = 6 pigs/group.

**Figure 2:**
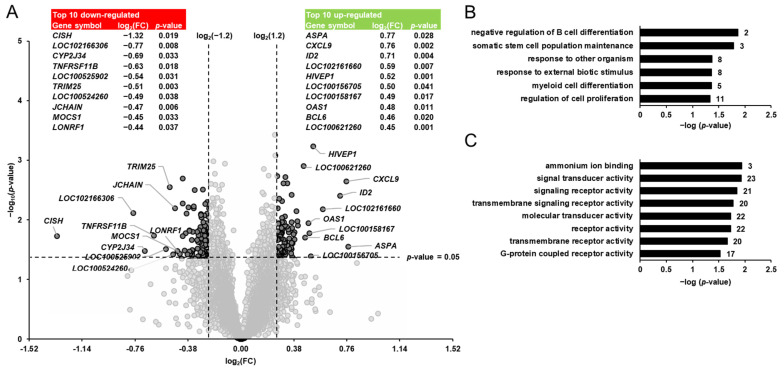
Identification of pivalate-regulated transcripts in the liver of pigs. (**A**): Volcano plot showing the differentially regulated hepatic transcripts between 5-week-old pigs orally administered either vehicle (group CON) or pivalate (group PIV) for 28 days. The double filtering criteria are indicated by horizontal (*p*-value < 0.05) and vertical (FC: > log_2_(1.2) or <log_2_(−1.2)) dashed lines. Transcripts in the upper left and the upper right corner represent the downregulated and the upregulated transcripts, respectively. The top 10 up- and downregulated transcripts with log_2_(FC) and *p*-value are shown in tabular form. (**B**,**C**): Enriched gene ontology (GO) biological process (**B**) and molecular function (**C**) terms assigned to the genes that were differentially regulated between group PIV and group CON. GO terms are sorted by their enrichment *p*-values (EASE score) (top: lowest *p*-value; bottom: highest *p*-value). The number of genes is shown next to the bars.

**Figure 3:**
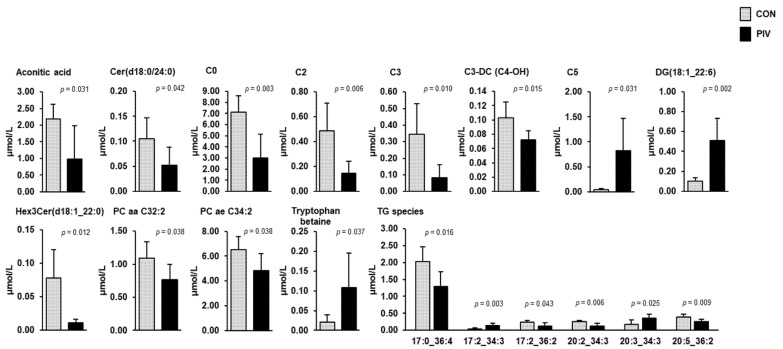
Concentrations of plasma metabolites regulated between 5-week-old pigs orally administered either vehicle (group CON) or pivalate (group PIV) for 28 days as identified by targeted plasma metabolomics. Bars are means ± SD for *n* = 6 pigs/group. Abbreviations: aa, acyl-acyl residue; ae, acyl-alkyl residue; C, carnitine; C0, free carnitine; C2, acetylcarnitine; C3, propionylcarnitine; C3-DC (C4-OH), malonylcarnitine (3-hydroxybutyrylcarnitine); C5, isovalerylcarnitine, valerylcarnitine, 2-methylbutyrylcarnitine and/or pivaloylcarnitine; DG, diacylglycerol; Cer, ceramide; PC, phosphatidylcholine; Hex3Cer, trihexosylceramide; TG, triacylglycerol species (with number of C-atoms and double bonds of one fatty acid and the sum of the number of C-atoms and double bonds of the other two fatty acids).

**Figure 4:**
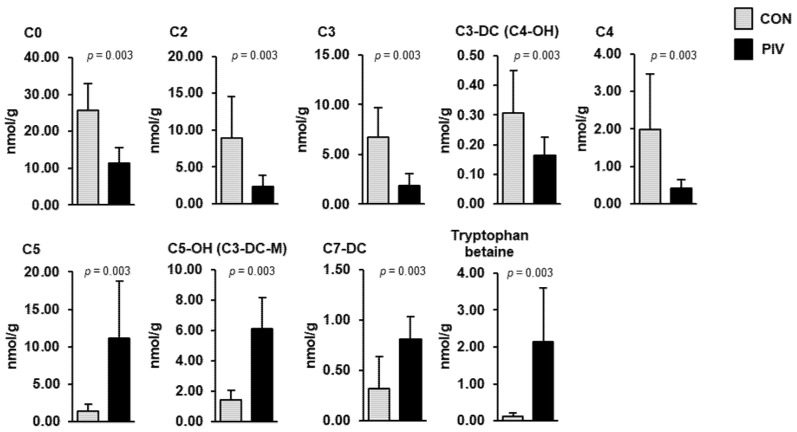
Concentrations of liver metabolites regulated between 5-week-old pigs orally administered either vehicle (group CON) or pivalate (group PIV) for 28 days as identified by targeted plasma metabolomics. Bars are means ± SD for *n* = 6 pigs/group. Abbreviations: C, carnitine; C0, free carnitine; C2, acetylcarnitine; C3, propionylcarnitine; C3-DC (C4-OH), malonylcarnitine (3-hydroxybutyrylcarnitine); C4, butyrylcarnitine; C5, isovalerylcarnitine, valerylcarnitine, 2-methylbutyrylcarnitine and/or pivaloylcarnitine; C5-OH (C3-DC-M), hydroxyvalerylcarnitine (methylmalonylcarnitine); C7-DC, pimelylcarnitine.

**Table 1:** Concentrations of important lipid classes in plasma of 5-week-old pigs orally administered either vehicle (group CON) or pivalate (group PIV) for 28 days as determined by targeted metabolomics.

Lipid Class	CON	PIV	*p*-Value
	µmol/L plasma		
Ceramides	1.69 ± 0.33	1.79 ± 0.39	0.610
Cholesterylesters	675 ± 106	685 ± 77	0.858
Diacylglycerols	9.09 ± 1.22	8.90 ± 2.62	0.875
Glycosylceramides	4.55 ± 0.69	4.63 ± 0.86	0.865
Lysophosphatidylcholine	95.2 ± 17.8	106.9 ± 15.9	0.257
Phosphatidylcholine	700 ± 139	704 ± 135	0.958
Sphingomyelin	71.9 ± 10.5	71.3 ± 8.1	0.910
Triacylglycerols	875 ± 195	832 ± 225	0.727

Data are means ± SD for *n* = 6 pigs/group.

## Data Availability

The microarray data were deposited in a MIAME-compliant format in the NCBI’s Gene Expression Omnibus public repository (GSE178384). The other datasets used and analyzed are available from the corresponding author on reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/metabo11090573/s1, Table S1: Fold change and *p*-value of all differentially expressed transcripts between group PIV and group CON, Table S2: qPCR validation of microarray data for selected differentially expressed transcripts, Table S3: Characteristics of gene-specific primers used for qPCR analysis.

How the deposited data were processed for this re-analysis (not part of the article)

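The liver of 12 pigs, 6 of group CON and 6 of group PIV, was measured with 1 array each. The authors scanned the arrays, corrected the background, normalized the probe intensities between arrays and summarised them with RMA in Affymetrix Expression Console 1.4, a version taken from the submitters' processing notes. The deposited values are log2 signals on that scale, 1 for each transcript cluster and pig, in a workbook sheet and again in a value table of the series, which differed by at most 0.0050. The sheet also holds the authors' own log2 ratio, fold change and p-value per transcript. The authors' deposited table gave p-values equal to those of the methods' t-test recomputed from the deposited log2 signals, with a largest difference of 1.1e-11, and at the filter it holds 300 transcripts, 152 of them with a gene symbol. Because RMA had been applied across all arrays before deposit, no raw probe intensity was used here, and background and normalization could be varied only on the summarised values.

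Gene names were taken from the gene symbol column of the deposited annotation and, where that was empty, from its mRNA column. Of the symbols 1509 were updated through RefSeq accessions or gene identifiers, and 18 cells that a spreadsheet had turned into dates were restored where an identifier allowed. Where several clusters carried 1 symbol, the cluster with the highest mean over the 12 pigs was used, and clusters of the gene symbol column came before those of the mRNA column. The 3 clusters of ribosomal RNA were left out, and no column of per-sample values was left unused.

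Group PIV was compared with group CON with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the 25385 remaining clusters, and p-values were adjusted by the Benjamini-Hochberg method. The filter was that of the methods, a FC above 1.2 in either direction with an unadjusted p under 0.05, applied to limma's p. The SE of a log2 FC is limma's, and single genes were also compared with an exact permutation test, whose p was not adjusted. Pen and litter of each pig are not given in the sources used here, although the pigs were kept in pairs, so pen was not a term of the model. The paper gives feed intake by group with the pen as the unit, so each pen lay within 1 group. All tests, the permutation test included, took each pig as independent. Their p-values may be too small if pigs of the same pen resembled each other. The number of arrays limits the precision.

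Gene lists of metabolic pathways, immune and stress responses, signalling and cell types, 37 in all, were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, each over 18297 genes and for lists with at least 5 measured genes. The genes named by the paper were known when the lists were written. GO terms were those assigned directly to genes in the deposited annotation, tested with the EASE score against all annotated genes, and olfactory receptor genes with Fisher's exact test. Genes given by name were those the paper names as differentially expressed, whose values in the paper had been seen, the 10 with the highest and the 10 with the lowest log2 FC among transcripts with 1 gene symbol past the filter, up to 4 genes of each list with the smallest p, all measured genes of carnitine handling and the reference genes of the qPCR. A few genes outside this rule, such as IGFBP1, SERPINA3-2, the genes within enriched GO terms and the unnamed transcripts above 2-fold, were chosen after their values were seen. Of the reference genes, ACTB (FC 1.09) and RPS9 (FC −1.07) did not pass the filter, and SDHA was not found by name on the array.

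The scripts were tested on simulated data for all 25385 clusters, in which 100 transcripts were changed at each size. The changed transcripts were drawn without the most variable ones, and the noise was independent between transcripts. With limma 4 unchanged transcripts passed after adjustment and 591 at the filter, and with the methods' t-test 8 and 408. A list shifted by a log2 of 0.3 was recovered by camera (adjusted p = 5.01e-24), with 0 other lists past the threshold. Alternatives were the methods' t-test, a variance trend with robust estimation, array weights, a minimum log2 signal of 5 in 6 pigs, quantile normalization applied again, equal array medians, the value table of the series, 1 cluster per gene symbol, linear means for the FC, other FC thresholds and leaving out each pig in turn. Carnitine concentrations, qPCR and the metabolome were not analysed here, and a few genes are not reported here.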

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

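The tests of the chromosome 10 transcript and its neighbours in the table of split signals were chosen only after the result was seen, and the other tests of explanations were chosen after the authors' deposited FCs and p-values had been read. Other divisions of the 12 pigs into 6 and 6 were fitted in the same way, 100 of the 462 possible ones with the real one included. In 69 of the 100 at least as many transcripts passed the filter as in the real division (462, highest other 1374), so chance cannot be excluded for that number. The number after adjustment (0, highest other 1) is reached by every division, 100 of 100, because it is 0, so the divisions say nothing about it. The number of gene lists past the threshold with camera (7, highest other 17) was reached in 38, and the number of olfactory receptor transcripts past the filter (36, highest other 65) in 50, and chance cannot be excluded for either of these numbers. A division that calls several times the real number, as 1374 transcripts, may reflect a structure of the samples that does not follow the treatment. It may also be chance, and neither was tested.

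CISH was 2.50-fold lower in group PIV, and the dim, cross-hybridising IGF1 transcript was lower with it, whereas the brighter IGF1 transcript was not. No single pig carried the difference: the smallest fold of CISH without any 1 pig was 2.14, and the FC of the dim IGF1 transcript stayed between −1.33 and −1.66. A lower share of hepatocytes is argued against by the 16 hepatocyte markers, whose median log2 FC was 0.05. The median absolute deviation over the root of the number of markers was 0.015, a spread between markers and not between pigs. Single markers lay between −0.167 and 0.165. Per pig, the mean of the markers, centred over all pigs, was −0.015 ± 0.058 (SD, n = 6) in group CON. In group PIV it was 0.015 ± 0.037 (SD, n = 6; exact permutation test, p = 0.297). Weaker growth hormone and STAT5 signalling in group PIV may lie behind CISH, as a hypothesis, but the other 13 genes of the list had a median log2 FC of 0 with 6 above 0 (percentile 55.4 among 10000 random lists of matched signal), which leaves it open. The feeding state at sampling, read by IGFBP1 (FC 1.98, not past the filter; exact permutation test, p = 0.344), is little favoured but stays open: with IGFBP1 as a covariate CISH kept a log2 FC of −1.124, or 85.1% of its size, with an SE (0.368) too wide to exclude a larger loss, and the paper states that all pigs were killed at the same time after their last meal.

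Olfactory receptor genes passed the filter more often than other genes, and most of those that passed were higher in group PIV. That dim transcripts in general pass more often is argued against as the whole cause by 10000 sets of random transcripts of matched signal, in which a median of 16 passed (10 to 23 in the middle 95% of the sets) against 36 olfactory receptors (percentile 100). The sets were matched on mean signal only, and not on the number of probes or the variance. Of all transcripts with under 10 probes 6.18% passed, and the part of probe number in the excess was not tested. The direction may come from a shift of all dim transcripts in the arrays of group PIV, since the median log2 FC of all olfactory receptors (0.02) lay at percentile 34.45 of matched random lists. The effect of pivalate on these genes stays open, as 50 of 100 divisions of the pigs gave as many, and cross-hybridisation between such closely related genes was not tested.

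The transcript without a gene name on chromosome 10 had the largest FC past the filter, 2.91 higher in group PIV. Its 12 values fell into a lower level (4.33 to 5.33) and an upper level (6.88 to 7.02), the latter with 0 pigs of group CON and 4 of group PIV (Fisher's exact test, p = 0.0606). A sequence variant that some pigs carry could give such a gap, which took 0.576 of the whole range. An effect of pivalate, on every pig or on some, stays open as well, since 4 pigs of group PIV lay above all of group CON and the others did not, and no genotypes were at hand to test a variant. Levels split in this way were found in 8 transcripts, of which 1 passed the filter.

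Of the other signals in data that the paper does not discuss, an unnamed transcript was higher with a FC of 2.09, SLC22A5 was lower with a FC of −1.24, and 236 transcripts without a gene symbol passed the filter.

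Single pigs stood far from the other 5 of their group in 25 of 370 groups of values of named genes and array summaries, where 18 would be expected by chance, so the pattern of pigs is given without reading. For pig K22 of group CON, INSIG2 was 7.04 (others 6.34 to 6.58), ABCD3 7.77 (6.92 to 7.23), and FITM2 5.38 (4.92 to 5.09). For pig K3, PANK3 was 6.79 (7.03 to 7.11), KYAT1 5.34 (5.65 to 5.80) and GSTA1 10.16 (10.92 to 11.20). For pig K23, ZFP36 was 7.07 (6.65 to 6.79) and LOC100525902 3.41 (4.28 to 4.45). For pig K42, ACAT1 was 8.21 (8.54 to 8.64) and EPB42 4.29 (3.75 to 3.92), and for pig K1 a SERPINA3-2 transcript was 11.01 (11.25 to 11.36). In group PIV, pig P12 had APOA2 at 10.49 (10.83 to 10.94), ACSM5 at 6.87 (6.08 to 6.37), ENO1 at 5.59 (6.71 to 7.10) and LOC100156705 at 3.21 (1.97 to 2.27). Pig P50 had DDC at 6.83 (7.25 to 7.47), C1QC at 8.37 (8.89 to 9.06), NUDT7 at 7.27 (7.02 to 7.10) and PDK1 at 5.27 (5.67 to 5.83). Pig P10 had HAMP at 4.94 (6.23 to 6.78), CLDN4 at 6.98 (7.58 to 7.87) and TAF7 at 6.95 (5.04 to 5.45). Pig P31 had NPC1L1 at 6.85 (5.21 to 5.67) and SDC1 at 7.03 (6.43 to 6.60), and pig P30 had DES at 4.73 (4.97 to 5.07).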

How the results depend on the processing

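Tests limited to transcripts with a gene symbol or to the category main, lists without the paper's genes, the rescaled values for lists and olfactory receptors, and olfactory receptors without each pig were chosen only after the data were seen. No result changed its direction among the named genes, the lists past the threshold or the olfactory receptors, and no setting gave a transcript past the adjusted p. The number past the filter (462; 262 higher, 200 lower) was 300 (171, 129) with the methods' t-test, 161 (71, 90) for a log2 of at least 5 in 6 pigs, 220 (123, 97) for 1 cluster per gene symbol, 229 (126, 103) with only gene symbols and 152 (83, 69) with the methods' t-test and only gene symbols, the last 4 with fewer transcripts tested. It was 921 (523 higher) without a FC threshold and 25 (13, 12) at 1.5. As a share of the transcripts tested, the lower ones (0.788%) made up 0.508%, 0.763%, 0.704%, 0.714% and 0.478% in the first 5 of these settings, in the same order, and 1.57% and 0.0473% in the last 2. Transcripts past the filter and above 1.5-fold (25) numbered 16 with the methods' t-test, 11 with the log2 minimum, 11 for 1 cluster per symbol, 11 with only gene symbols and 8 with the methods' t-test and only gene symbols, and those above 2-fold (3) were 1 in each of the last 4 settings. Leaving out each pig in turn, 427 to 705 passed (705 without CON pig K42, 673 without K23; higher 243 to 420, the latter without K42; lower 0.725% of the tested without PIV pig P31 to 1.34%, or 339, without K23), with 25 to 55 above 1.5-fold and 2 to 7 above 2-fold. Equal array medians turned the balance to 194 higher and 266 lower. The cause was not tested where tested transcripts stayed the same.

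Of the 7 lists past the threshold 0 passed with an estimated correlation (adjusted p from camera 0.785 for oxidative phosphorylation, 0.413 for BMP and SMAD targets and for immediate early genes, 0.719 for interferon, heat shock, unfolded protein response, and T and natural killer cells). With fry the adjusted p of these 7 lists lay between 0.48 and 0.847. Heat shock also missed with array weights (0.126), without the paper's genes (0.127) and with quantile normalization again (0.0852). Leaving out 1 pig, the adjusted p ranged from 1.13e-05 to 0.508 for oxidative phosphorylation, 6.27e-08 to 0.0713 for interferon (highest without K42), 1.25e-05 to 0.446 for heat shock and 0.000179 to 0.0501 for the unfolded protein response (highest without K22 for the other 3, and heat shock also missed at 0.15 without K23, 0.125 without K42 and 0.0611 without P10), while the other 3 lists passed each time. Enriched biological process terms (6) were 0 with the methods' t-test, 25 with a plain Fisher test, 3 with the log2 minimum and 2 without olfactory receptors, and molecular function terms (4) were 0, 13, 1 and 2. The odds ratio of olfactory receptors (2.87) was 4.02 with the log2 minimum, where it did not pass, and 1.99 to 3.33 without 1 pig.

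Of 53 named transcripts, 50 passed the filter, 28 of them in all 12 fits without 1 pig. Most often lost were TAF7 (9 fits), and NPC1L1 and PKLR (7 each). Among those that did not pass with the methods' t-test were HAMP, NPC1L1, ABCD3, PKLR, ENO1, SAA1P and TAF7. Dim signals limit what can be read, as 13596 transcripts were under a log2 of 5 in 7 or more pigs.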

Differences from the paper's values

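The settings limited to transcripts with a gene symbol or to the category main were chosen only after the values were seen, and the others before the data were examined. At the paper's thresholds, with limma's p in place of the methods' t-test, 462 transcripts passed the filter, where the paper's value is 140. Higher in group PIV were 262 (the paper's value 76) and lower were 200 (the paper's value 64). Of the alternatives set before the data were examined, a log2 of at least 5 in 6 pigs gave 161, 71 and 90, within 1.5 times of the paper's numbers. That minimum, however, leaves out as dim several genes that the paper lists, CYP2J34, TNFRSF11B and LOC102161660 among them. It also gave more lower than higher transcripts, unlike the paper, so its nearness to the paper's numbers does not explain them. The methods' t-test (300, 171 and 129), the variance trend, array weights, quantile normalization again, equal array medians, the value table of the series, linear means and 1 cluster per gene symbol (220, 123 and 97) did not come within 1.5 times. The methods' t-test over transcripts with a gene symbol gave 152, 83 and 69, within 1.5 times of the paper's numbers, and this setting was chosen after seeing the values. It dropped 0 of the 34 genes that the paper names, LOC100524260 being past the filter by its dimmer transcript. The paper picked these genes with the same test and filter on the same values. That they stayed, here and below, is therefore no support for a setting. The number of transcripts tested, 25385, was within 1.5 times of the paper's number.

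Past the filter and more than 1.5-fold higher were 13 transcripts (the paper's value 3), and no setting chosen before the data were examined came within 1.5 times. The methods' t-test with only gene symbols, chosen after seeing the values, gave 4 and dropped 0 of the 34 genes. Past the filter and more than 1.5-fold lower were 12 transcripts (the paper's value 4). The log2 minimum gave 6, without CYP2J34 and TNFRSF11B, which the paper counts here. With 1 cluster per gene symbol it was 6, as with only gene symbols, a setting chosen after seeing the values that dropped 0 of the 34 genes. The methods' t-test with only gene symbols, likewise chosen after seeing the values and with 0 genes dropped, gave 4, equal to the paper's value, and the other settings set earlier did not come within 1.5 times. Past the filter and more than 2-fold in either direction were 3 transcripts (the paper's value 1), and 1 with the log2 minimum, with 1 cluster per gene symbol and, chosen after seeing the values and with 0 genes dropped, with only gene symbols under either test. The other settings gave 2 to 4.

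The FC of LOC100524260 was −1.03 in its brighter transcript, which the naming rule takes, and the paper's value is −1.40. No alternative set before the data were examined changes that transcript's FC to the paper's value, and the dimmer transcript with the same symbol had −1.40. For the other 19 of 20 transcripts for which the paper lists a FC, the FC was equal to 2 decimals.

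The paper places ASPA first among the upregulated and lists neither HAMP nor NPC1L1 among the highest, whereas HAMP had a FC of 1.78 and NPC1L1 of 1.45, both past the filter with limma and not with the methods' t-test. Among the lowest it lists neither TAF7 (−1.76), SAA1P (−1.73) nor ENO1 (−1.45), for which the same holds.

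For GO terms, the numbers of regulated genes in Fig. 2B and Fig. 2C were compared with those from the array annotation. Somatic stem cell population maintenance held 0 (about 3 beside the bar in Fig. 2B), myeloid cell differentiation 0 (about 5 beside the bar in Fig. 2B) and regulation of cell proliferation 1 (about 11 beside the bar in Fig. 2B). Signal transducer activity held 15 (about 23 beside the bar in Fig. 2C), transmembrane signaling receptor activity 2 (about 20 beside the bar in Fig. 2C) and receptor activity 0 (about 22 beside the bar in Fig. 2C). None of the alternatives set before the data were examined came within 1.5 times for these 6 terms. G-protein coupled receptor activity held 14, within 1.5 times of the figure. The annotation used here holds only directly assigned terms, and whether the terms of the paper included parent terms was not tested. The paper names 14 enriched terms, of which 7 had no entry with at least 3 genes in the annotation and could not be tested. Of the 7 tested, signal transducer activity and G-protein coupled receptor activity had a p under 0.05 with limma (EASE form of Fisher's test, p = 0.0122 and p = 0.0251). With the methods' t-test neither had (p = 0.0618 and p = 0.122 in the same form of Fisher's test).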

Other observations

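The rescaled values, IGFBP1 and both SERPINA3-2 transcripts were chosen only after the data were seen. Apart from the immune and metabolic lists, a few stress and signalling lists shifted in the liver of group PIV with camera at the preset correlation. None of them passed with fry. The adjusted p from fry was 0.48 for BMP and SMAD targets, 0.48 for immediate early genes, 0.777 for heat shock and 0.699 for the unfolded protein response. For the mean of each list per pig, the exact permutation test gave adjusted p of 0.44, 0.44, 0.878 and 0.667 in the same order. Targets of BMP and SMAD signalling shifted up, with ID2 and HAMP among 3 of 16 measured genes past the filter (2 of 16 with equal array medians) and ID2 past when adjusted over the list alone (camera, adjusted p = 0.00172, and adjusted p = 0.413 with an estimated correlation). Of 31 immediate early genes, JUN and DUSP2 were higher (3 genes after quantile normalization applied again), 24 had a log2 FC above 0, and the median was 0.10 (camera, adjusted p = 0.00172, and adjusted p = 0.413 with an estimated correlation). Genes of the heat shock response shifted down, with ZFAND2A past the filter and past when adjusted over the list alone, and 5 of 22 above 0 (camera, adjusted p = 0.0188, and adjusted p = 0.719 with an estimated correlation), which did not hold without CON pig K22 (adjusted p = 0.446), K23 (0.15) or K42 (0.125) or PIV pig P10 (0.0611). The 27 genes of the unfolded protein and integrated stress response shifted down by a median log2 FC of −0.07, with CRELD2 past the filter (not after quantile normalization applied again) and 5 above 0 (camera, adjusted p = 0.00172, and adjusted p = 0.719 with an estimated correlation), which did not hold without CON pig K22 (adjusted p = 0.0501). With quantile normalization applied again the heat shock list had an adjusted p of 0.0852 from camera, and the other 3 kept an adjusted p of at most 0.0065. The paper had named ID2 and ZFAND2A before the lists were written, so passing over a list alone is not independent evidence for them.

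Other lists did not shift. CYP2J34 was the 1 gene lower among 27 of xenobiotic metabolism (adjusted p = 0.807), and none passed the filter among 21 NRF2 targets (adjusted p = 0.691), 16 genes of the circadian clock (adjusted p = 0.552) and 30 of the cell cycle (adjusted p = 0.894). Among markers of other cell types, KLF1 was higher of 20 erythroid markers (not past after quantile normalization applied again; adjusted p = 0.667). None passed of 16 hepatocyte markers (adjusted p = 0.478), 17 of stellate cells and fibroblasts (adjusted p = 0.912), 13 of endothelial cells (adjusted p = 0.478), 14 of cholangiocytes (adjusted p = 0.674) and 16 of pancreas, the neighbouring organ (adjusted p = 0.674), all from camera.

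IGFBP1, which the liver makes in the fasted state, varied more between pigs than most named genes, with a log2 signal of 7.66 ± 2.02 (SD, n = 6) in group CON and 8.65 ± 1.57 (SD, n = 6) in group PIV. A SERPINA3-2 transcript lay at 4.48 and 4.96 in CON pigs K3 and K1 and at 10.65 to 11.55 in the other 10 pigs, while another SERPINA3-2 transcript was at 11.24 in group CON and 11.27 in group PIV.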
